A study of Drosophila melanogaster with 15 samples. Its data were reported in "Genome-wide analyses of Shavenbaby target genes reveals distinct features of enhancer organization" (2013).

How the data were processed

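RNA came from whole Drosophila melanogaster embryos, 200 per sample, collected 13 to 15 h after egg laying and genotyped by hand with fluorescent balancer chromosomes. There were 5 samples each of wt embryos, embryos labelled svb -/- (allele svbR9 in the study) and embryos labelled pri -/- (allele pri1). The study describes the samples as independent, and each was hybridised to 1 Affymetrix array of the Drosophila genome. The sample titles and the study's methods do not give the sex of the embryos, so that sex may differ between the genotypes, and this was not tested. Groups and replicate numbers were taken from the sample titles.

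The deposited values are intensities on a linear scale, which the authors computed with the MAS 5.0 algorithm in Affymetrix Expression Console 1.1 and scaled so that each array had the same trimmed mean. The trimmed mean, leaving out 2% on each side, was 100 on every array. This scaling assumes that total signal is equal between genotypes, and the algorithm gives unstable values for dim probe sets, down to 0.0198 here. No signal was at or below 0. Detection calls and scanner files were not used here. Per the labels and the deposited files no scan batch is named, so that batches could not be tested. The genome build behind the probe annotation was not given in the sources used here, and no coordinates are printed.

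The value table holds 18952 probe sets, of which 183 are controls of the array and were left out of the tests. The authors' second table has 149 rows for genes they selected, with the signals of the same 15 arrays. Its rows were joined to probe sets by the values of all 15 arrays (relative tolerance 1e-05), never by order. In all, 145 rows matched exactly 1 probe set and 4 matched none. Left out of the named genes were 9 rows with several symbols, 1 whose symbol and public identifier name different genes, 1 without a current symbol and 1 second row of the same probe set. This left 133 named genes. Symbols were updated through RefSeq locus tags and synonyms (assembly Release 6 plus ISO1 MT), which changed 33 of them, for example CG1499 to nyo, CG7802 to neo, CG12063 to mey, CG32159 to dsx-c73A, CG4386 to tpr, SP71 to tyn, CG8213 to flz, Rlc1 to mRpL47 and Gtp-bp to SrpRalpha. Probe sets outside that table were tested but are not named.

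Signals were transformed to log2 without an offset. Probe sets were tested if the highest of the 3 group means was at least 5 on the log2 scale (a signal of 32), which kept 8631 and left out 10138. One linear model of the 3 group means over all 15 arrays was fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a trend), and moderated tests were adjusted by Benjamini and Hochberg within each of 3 contrasts, with a threshold of 0.05. Fold changes come from this fit, whereas signals are given as mean ± SD of the linear values and percentages of wt as ratios of mean signals. Where a group mean lay under the filter level, the fold is given as a bound against that level. This level stands in for background, because detection calls were not used.

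Named in the text are, for each contrast, the 10 genes with the largest falls and the 10 with the largest rises among those that passed with no overlap between the groups (no named gene rose), all named members of the list of known Svb targets, and up to 4 members of each other list with the smallest adjusted p. The 6 genes outside the target list that fell in svb mutants and Hr3 were in part named after their values were seen. Of 28 gene lists fixed from general knowledge and the study's text before the data were examined, and the study's own selected and control sets, 12 had at least 1 named member, and the control set had 0. The study's selected set covers 132 of the 133 named genes and gave 14 lower in svb and 131 lower in pri. Lists with at least 3 named members were compared with the other named genes by camera (preset correlation 0.01, adjusted over 5 lists within a contrast), with an estimated correlation and fry as alternatives. The design had meant this test for all genes of the array, and it was limited to named genes because other probe sets have no name here.

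The fit was tested on simulated data with the probe sets' own means and spreads, in which 100 of 8631 probe sets changed 2-fold and 100 changed 4-fold. For svb against wt it recovered 74 and 93 of them with 8 false calls, for pri against wt 76 and 94 with 8, and for pri against svb 66 and 92 with 9. Unchanged groups that share the wt arrays were simulated 100 times with independent probe sets. Array measures were compared by exact permutation tests, two-sided, and RNA quality was read from control probe sets at the 3' and 5' ends of actin, GAPDH and eIF-4a. No 2 arrays held the same values, the highest correlation between arrays being 0.981 on the log2 scale.

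Alternatives fixed before the data were examined were quantile normalisation, median centring, an offset of 16, other filters, eBayes without a trend, array weights, the replicate number as a block, only the 2 groups compared, stricter thresholds and leaving out each array. A comparison of the lists with all other tested probe sets was added later. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.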

Results

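Drosophila embryos of 3 genotypes were profiled at 13 to 15 h after egg laying, when epidermal cells form trichomes, the actin-rich hairs of the larval cuticle. Wild-type (wt) embryos were compared with embryos lacking shavenbaby (svb), which encodes the transcription factor of trichome cells, and with embryos lacking pri, which encodes small peptides needed to turn Svb into an activator. Each genotype had 5 independent samples of 200 hand-picked whole embryos, and each sample was hybridised to 1 array. Signals of 18952 probe sets were read on all 15 arrays, of which 8631 were bright enough to be tested. The number of arrays limits the precision of every value below.

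Genes could be named for 133 probe sets, those of the authors' table of selected genes, so that 1 named gene stands for 1 probe set. The study chose that table on these same arrays for genes that fell in both mutants, and further in pri than in svb. The direction of the table's genes in any of the 3 contrasts is therefore not independent evidence. The expression of svb and pri themselves, and of genes that rose, was not analysed by name here. The labels of the mutant arrays therefore had no check against the targeted genes.

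The loss of svb lowered 14 of the 133 named genes in whole embryos. The mRNA of shavenoid (sha), which is needed for trichome growth, had a signal of 121 ± 15.6 in wt and 29.7 ± 4.86 in svb mutants (SD, n = 5), at least 3.74-fold lower (limma adjusted p = 1.55e-06). CG15370 went from 171 ± 31.8 to 22.4 ± 7.26 (SD, n = 5), at least 5.28-fold lower (limma adjusted p = 6.17e-05). The study did not find CG15370 changed in svb mutants by in situ hybridization. The apical matrix gene miniature (m) was 2.10-fold lower, from 1360 ± 257 to 659 ± 190 (SD, n = 5; limma adjusted p = 0.00131). Of the 16 named genes known as Svb targets before the arrays, 8 fell, and besides sha, whose signal went under the filter level of 32, the levels that remained lay between 41.2% of wt for CG14395 and 57.1% for mey and CG16798.

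The other 5 targets that passed besides sha, m and CG16798 were CG14395, dsx-c73A (50.1% of the wt signal), nyo (54.7%), neo (56.1%) and mey. The remaining 8 targets did not pass. Among them mwh, a regulator of actin in wing hairs, stood at 61.1% of wt (limma adjusted p = 0.0958; it passed without svb replicate 5, adjusted p = 0.0167, and with array weights, adjusted p = 0.0340), and forked (f), an actin bundling protein, at 70.3% (limma adjusted p = 0.247). The ZP domain gene tyn was at 72.9% and its relative dyl at 85.3%, while ImpE1 was at 86.3%, PH4alphaEFB at 90.6% (77.4% without svb replicate 4), CG31559 at 94.8% and CG4702 at 94.5%. Of the 117 other named genes, 6 fell in svb mutants. These were CG15370, tpr (2.33-fold lower, limma adjusted p = 0.000188), CG4914 (1.78-fold, 0.00514), CG17211 (1.68-fold, 0.0293), CG13698 (1.46-fold, 0.0301) and CG14756 (1.36-fold, 0.0362). By in situ hybridization the study found CG4914 and CG13698 lower in svb mutants but not CG15370 or tpr. It gave no such result for CG17211 and CG14756. CG16798 lost its call without wt replicate 2, wt replicate 3 or svb replicate 2, with adjusted p values of 0.0644, 0.0619 and 0.0597. In the 15 fits that left out 1 array, CG14756 lost its call in 7 (each wt array but replicate 3, and svb replicates 1, 2 and 5; adjusted p at most 0.1000), CG17211 in 6 (each wt array but replicate 3, and svb replicates 2 and 3; at most 0.0761) and CG13698 in 5 (wt replicates 2 and 3, and svb replicates 1, 2 and 3; at most 0.0883). CG14756 and CG13698 also lost their calls with the replicate block (limma adjusted p = 0.0766 and 0.0777), and CG14756 without an eBayes trend (0.0563). The number of named genes that fell was lowest without wt replicate 2, at 10.

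**Figure D1:**
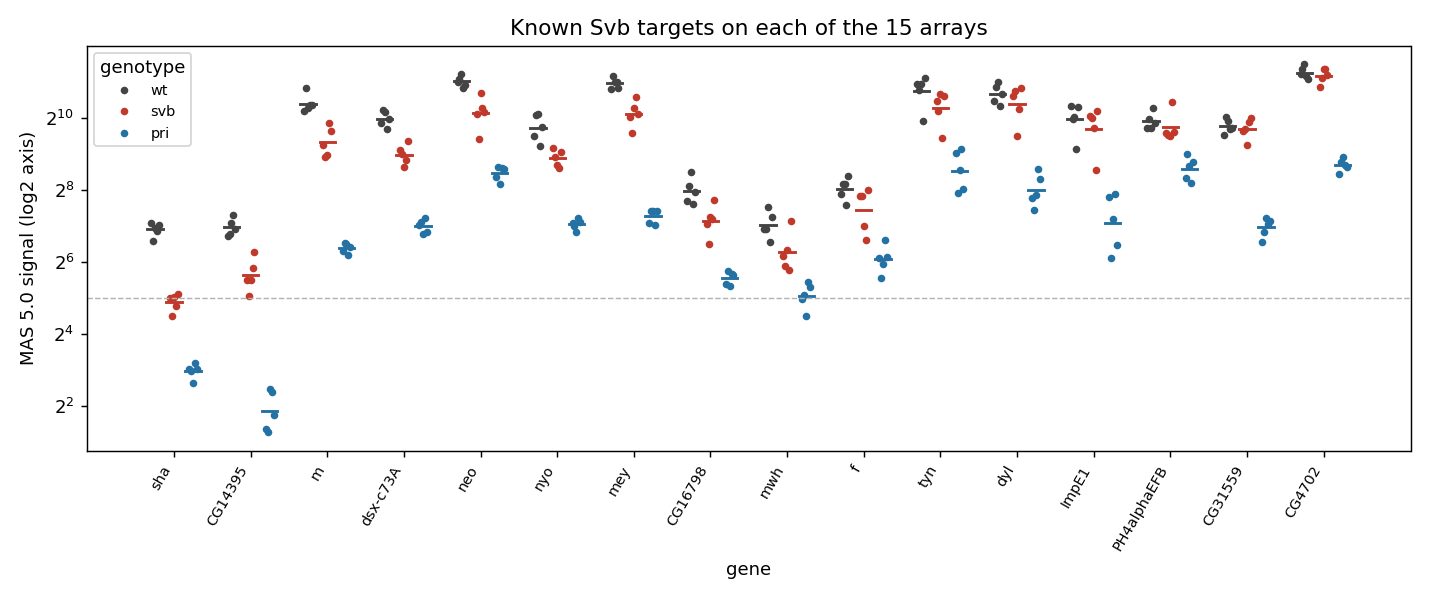
MAS 5.0 signal (log2 axis) of the 16 known Svb targets on each array, with wt in grey, svb in red and pri in blue. Points are arrays (5 per genotype), short bars are means of the log2 signals, and the dashed line marks the signal of 32 used as filter. The 5 svb arrays lie below the 5 wt arrays for sha, CG14395, m, dsx-c73A, neo, nyo and mey, and all pri arrays lie below all wt arrays for each of the 16 genes.

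Of the 133 named genes, 129 had a negative log2 fold change. Adjusted over the list alone 16 passed, which is not independent evidence because the study chose these genes on the same samples. The fraction that fell was 50.0% of the known targets and 5.13% of the others (Fisher's exact test, two-sided, p = 1.38e-05, over genes, which are not independent replicates). Both sides were chosen on these arrays by criteria that the study benchmarked on known targets, so that this contrast is not independent evidence. Without svb replicate 4, 8 known targets and 9 others passed. All but mwh of the genes gained with array weights were outside the target list. Over all 8631 tested probe sets, limma called 345 lower and 174 higher in svb mutants at an adjusted p under 0.05. Of the 8631, 554 (6.42%) had 5 arrays of one genotype all above the 5 of the other, called or not, which chance gives for 0.794%. The array of svb replicate 4 stood apart on the first principal component (57.3% of the variance), at -86.9 against -45.5 to -8.52 for the other svb arrays, and the counts without it were 372 and 197. Array quality weights, which gave this array a weight of 0.214, raised the counts to 569 and 348 and the number of named genes to 27.

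The pri mutants differed from wt at far more probe sets, and the Svb targets were much lower in them. Differences in the sex of the embryos, in stock background or in age within the window were not tested for either mutant. All 16 known targets fell, with a median 6.39-fold decrease (5.86-fold with sha and CG14395 at their bounds below). Miniature fell 16.1-fold, to a signal of 83.9 ± 7.90 (SD, n = 5; limma adjusted p = 1.63e-10), and mey 12.8-fold, to 155 ± 21.5 (SD, n = 5; limma adjusted p = 1.63e-10). The signals of sha, CG14395 and CG15370 dropped below the filter level, to 7.91 ± 1.097, 3.82 ± 1.47 and 3.63 ± 1.95 (SD, n = 5), so that only lower bounds of 3.74-fold, 3.88-fold and 5.28-fold can be given. Other named genes with large falls were CG42331 (9.78-fold, limma adjusted p = 2.32e-07), tpr (8.87-fold, 1.07e-09), CG7173 (8.49-fold, 6.65e-07), CG14756 (8.14-fold, 4.87e-11) and wus (8.05-fold, 6.35e-09).

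Of the 133 named genes, 132 fell in pri mutants, with a median decrease of 3.21-fold (3.202-fold with 10 genes at their bounds). The exception was Hr3, a nuclear receptor of the ecdysone response, with signals of 144 ± 86.4 in wt and 57.4 ± 30.7 in pri (SD, n = 5; limma adjusted p = 0.0619), and it passed without wt replicate 3 (adjusted p = 0.00532) or pri replicate 1 (0.0393), and with array weights (0.0144), quantile normalisation (0.0494) or the replicate block (0.0488). Adjusted over the list alone all 133 passed, again on samples from which the list was chosen. Across the tested probe sets 1990 were lower and 1576 higher in pri than in wt, or 41.3% of those tested. Some unnamed probe sets were far under the filter level in one genotype and bright in another. One of them had a signal of 2221 ± 231 in wt, 2069 ± 801 in svb and 5.08 ± 3.07 in pri, and another 2.07 ± 1.35, 22.2 ± 4.24 and 1831 ± 73.5 (SD, n = 5). The median signal of all probe sets on an array also differed between these genotypes, with 14.03 ± 0.930 in wt and 16.1 ± 0.882 in pri (SD, n = 5; exact permutation test, two-sided, p = 0.00794, the smallest that 5 against 5 arrays can give; adjusted p = 0.0476 over 18 comparisons of array measures).

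The direct comparison of both mutants asked which genes went further down in pri than in svb. All 16 known targets were lower in pri mutants, with a median 3.85-fold difference (3.44-fold with CG14395 at its bound and sha, under the filter level in both, counted as equal). The study chose the named genes for a more than 2-fold further fall in pri, so that this direction was fixed in advance. The largest differences between groups both above the filter level were those of CG42331 (7.84-fold, limma adjusted p = 5.68e-07), m (7.63-fold, 6.47e-09), CG3842 (7.45-fold, 2.96e-07), mey (7.17-fold, 3.47e-09) and flz (7.07-fold, 3.32e-06). For CG14395 the bound was at least 1.55-fold. The genes wus (6.73-fold), CG31559 (6.62-fold) and CG7173 (6.61-fold) were also among the named genes with the largest falls, and the known targets ImpE1 and CG4702 were 6.09-fold and 5.56-fold lower. Of the 133 named genes 132 passed, all lower in pri, and Hr3 did not (limma adjusted p = 0.0683), though it passed without wt replicate 3 (0.0242) or pri replicate 1 (0.0402) and with array weights (0.0365). Over all tested probe sets 2128 were lower and 1855 higher in pri than in svb mutants.

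**Figure D2:**
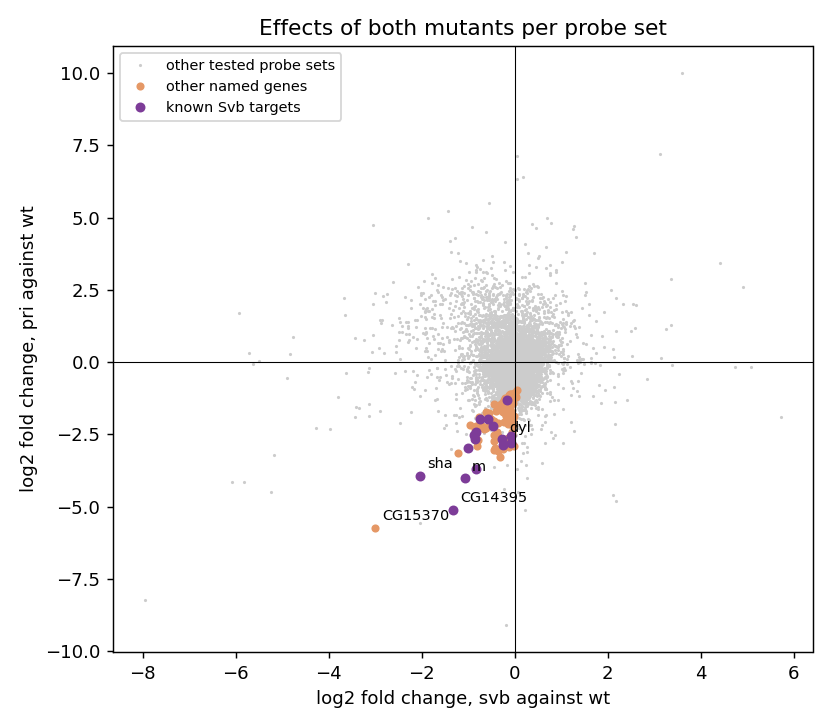
Log2 fold change of each of the 8631 tested probe sets in svb against wt (x axis) and pri against wt (y axis), each from 5 arrays per genotype. Known Svb targets are purple, other named genes orange and all other probe sets grey, and all named genes lie below 0 on the y axis, with sha, m, CG14395 and CG15370 farthest to the lower left.

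Gene groups fixed before the data were examined could be followed only as far as the named genes reach. The named table holds 6 of the 14 genes on the ZP domain list and 5 of the 32 on the actin list. The study chose these for a fall in pri, so that they do not speak for their groups. All 6 named ZP domain genes, which encode apical matrix proteins (dyl, m, mey, neo, nyo and tyn), fell in pri mutants, with a median 6.39-fold decrease, and 4 of them fell in svb mutants (also 4 when adjusted over the list alone). Of the 5 actin cytoskeleton genes, all fell in pri mutants, among them the filamin gene cher (2.48-fold, limma adjusted p = 2.51e-06) and qua, a villin-like protein (2.31-fold, 2.31e-05), but only sha passed in svb mutants (2 genes when adjusted over the list alone). The signals of cher and qua in svb mutants were 1247 ± 172 and 355 ± 66.1, against 1412 ± 172 and 363 ± 51.6 in wt (SD, n = 5).

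The named table holds 4 of the 29 genes on the secretory list and 4 mitochondrial ribosomal protein genes, which were chosen with it and so do not speak for their groups. All 4 secretory genes were lower in pri, with CHOp24 at 3.69-fold (limma adjusted p = 7.36e-05), TRAM at 2.73-fold (0.000156), SrpRalpha at 2.56-fold (0.00011) and Sec23 at 2.39-fold (0.000316). In svb mutants CHOp24 had a signal of 474 ± 146 against 803 ± 237 in wt (SD, n = 5; limma adjusted p = 0.126), and it passed without wt replicate 3 (0.0359) and with array weights (0.00924). The 4 mitochondrial ribosomal protein genes were also lower in pri, mRpL45 4.47-fold (limma adjusted p = 4.02e-08), mRpL51 2.60-fold (0.00122), mRpL47 2.48-fold (0.00367) and mRpL46 2.22-fold (0.00976). Adjusted over each list alone all 4 genes of either group again passed in pri, and limma called 0 in svb, where 1 of the secretory and 0 of the mitochondrial genes had an unadjusted p under 0.05. Single members of other lists fell in pri as well: the cuticle protein gene Tb (at least 3.85-fold), the epidermal regulator vri (3.21-fold), PH4alphaSG1 of salivary glands (2.50-fold), crok of septate junctions (2.48-fold), and amd (2.73-fold) and kar (2.29-fold) of the tanning and pigmentation list. None of these 6 genes passed in svb mutants, where their adjusted p values lay between 0.632 for PH4alphaSG1 and 0.974 for kar.

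Set against the other named genes, known targets were lower in svb mutants by 0.46 on the log2 scale (list mean -0.72, others -0.26; camera adjusted p = 6.84e-07, and adjusted p = 0.0187 with an estimated correlation). Both sides of every list comparison here were chosen by the study on these arrays, so that the shifts are not independent evidence. A shift as large in size came from 5 of 100 splits of the same 10 arrays, the real one included. In pri mutants their shift was -1.08 (camera adjusted p = 1.93e-06, and adjusted p = 0.0293 with an estimated correlation). Between pri and svb it was -0.62 (camera adjusted p = 0.000267), a call lost with an estimated correlation (adjusted p = 0.0688). The ZP domain genes, all of which are also on the target list, shifted by -0.43 in svb (camera adjusted p = 0.000591; adjusted p = 0.0187 with an estimated correlation) and by -1.102 in pri (0.00161; adjusted p = 0.0293 with an estimated correlation). Their shift of -0.67 between pri and svb (camera adjusted p = 0.00867) also lost its call with an estimated correlation (adjusted p = 0.0688). The actin list shifted by -0.42 in svb (camera adjusted p = 0.0289; adjusted p = 0.103 with an estimated correlation) and lost this call also without wt replicate 3, wt replicate 5, svb replicate 3 or svb replicate 4. Its shifts in the other comparisons did not pass (camera adjusted p = 0.318 and 0.891), nor did those of the secretory list (0.640, 0.318 and 0.415 for svb, pri and pri against svb) or the mitochondrial ribosomal list (0.125, 0.227 and 0.447).

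Criteria that resemble the study's choice of Svb downstream genes were applied to all 8631 tested probe sets: a lower mean in svb than in wt, a further decrease of at least 2-fold in pri against svb, and an adjusted p under 0.01 for pri against wt. They are not the study's whole rule, which began from genes clearly expressed in wt and kept the top of its list. They took 208 probe sets, among them 136 of the 144 in the authors' table and 72 others, which have no name here. The mirror criteria for genes that rose took 169, but 279 without svb replicate 4, 321 with array weights, 107 with the filter at 6.5 and 34 among the 5000 brightest probe sets in wt, and an offset of 16 took the first count to 135. When svb against wt also had to pass at 0.05, 19 and 6 probe sets were left.

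Of the 519 probe sets called in svb mutants, 287 were also called in pri mutants. Among them, 106 were lower in both, 79 higher in both, 84 lower in svb and higher in pri, and 18 higher in svb and lower in pri. Independent lists of these lengths would share 79.5, 31.8, 63.0 and 40.1, and unchanged groups simulated against the same wt arrays shared 0. Groups without any change give hardly any calls to share. This 0 therefore does not show how far the shared wt arrays raise the overlap in the same direction. Across the tested probe sets the log2 fold changes had a correlation of -0.01 and a covariance of -0.0037, against 0.50 and 0.0392 in the simulation. The difference of covariances was -0.0429. With separate wt arrays for each mutant the mean correlation was -0.06, from -0.16 to 0.03 over 20 splits. With shared wt arrays, leaving out each array in turn gave -0.11 to 0.17, the highest without svb replicate 4. These values are across genes, which are not independent replicates.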

Values the study reported

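The study reported a set of 150 genes that were lower in svb mutants and showed a further decrease in pri mutants, at a false discovery rate of 0.01 for pri. According to the study this set held 16 of 39 Svb targets known from in vivo work and 42 further epidermal candidates. Among these it examined 23 genes by in situ hybridization, of which 21 needed Svb for expression in trichome cells. This is not a rate for the whole set, since the study's list marks other members, such as CG15370 and tpr, as not changed in svb mutants.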

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

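The tests of the 4 mixed table entries and of RNA quality and the exchanges of single arrays were chosen after the values had been seen, and the other tests in this part were set before.

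In 4 entries of the authors' table of selected genes (CG30283, CG12075, ect and bw) the signals did not belong to a single probe set, and this was found in data that no comparison above uses. As listed, ect went from 939 ± 193 in wt to 10.8 ± 3.28 in svb mutants (SD, n = 5), and bw, CG12075 and CG30283 were also listed with mean svb signals under the filter level of 32. In 4 of 4 entries the wt values equal those of one probe set and the svb and pri values those of another, dim one, which is what entries put together from different probe sets would show. The probe sets that supplied the wt values stood at 62.0% of wt in svb at the lowest (CG30283), at 71.5% for CG12075, 96.9% for ect and 98.4% for bw, which argues against a loss of these transcripts in svb mutants, and in pri at 33.4% for CG12075, 19.7% for ect and 37.4% for bw, with CG30283 under the filter level. The study's own published list shows these genes at the levels of the bright probe sets, so that the mixing concerns the deposited table, and how it arose stays open.

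The array of svb replicate 4 stood apart from the other svb arrays. Its log2 signals deviated from the mean of the others with an SD of 0.937, against 0.426 to 0.573 for the other 4 arrays, and on the first principal component (57.3% of the variance) it lay at -86.9, beyond the other svb arrays (-45.5 to -8.52) and the wt arrays (-28.0 to -10.5), while pri arrays lay between 53.0 and 66.9. Degraded RNA is argued against, since for 0 of 3 control transcripts its ratio of 3' to 5' signal left the range of the other 14 arrays. Uneven brightness as the whole cause is argued against by its deviation of 0.880 after quantile normalisation, above the highest other value of 0.551. On this array, the 372 probe sets that fell in svb without it sat a median 0.113 of the way towards wt. This was above the other svb arrays (at most 0.0323) but short of the 0.2 set beforehand. The probe sets were called without this array, and that choice alone can place it nearer to wt than the others. A position on the log2 scale is also not a share of embryos. A large share of wt embryos is argued against, whereas a smaller one cannot be told apart from the effect of that choice. The array's place beyond the wt arrays on that component argues against wt embryos as the whole cause. A difference in embryo age within the collection window was not tested, because the labels give 1 window for all arrays.

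Single arrays far from the other 4 of their group were found for 6 of the 35 named genes examined. On svb replicate 4, PH4alphaEFB had a signal of 1392, with 724 to 783 on the others, and Sec23 had 674, with 403 to 445. On wt replicate 4, tyn had 963, with 1757 to 2191 on the others, and qua had 274, with 368 to 402. On wt replicate 2, m had 1808, with 1161 to 1299, and on wt replicate 3, mRpL47 had 113, with 237 to 313. Together with the deviation above these are 7 of 126 groups examined, and chance alone marks about 1 in 20.

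Both mutants moved some probe sets in opposite directions, each past the threshold against wt. These were 84 probe sets lower in svb and higher in pri, and 18 higher in svb and lower in pri, none of them among the named genes. The deviation of svb replicate 4 from the other svb arrays correlated at -0.515 with the pri effect. This was not particular to that array, since the value was 0.546 for svb replicate 1 and 0.411 for svb replicate 2. For svb replicates 3 and 5 it was 0.0471 and -0.0983. Among probe sets that rose in pri, 66.6% were lower in svb with all arrays and 51.7% without that array, on average over splits of the wt arrays.

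Other divisions of the arrays were counted for the results above. For svb against wt, only 1 of 100 splits of the 10 arrays, the real one, gave as many calls. Chance is thus unlikely but not excluded. The real split gave 519 calls and the highest other split 408. That other split differed from the genotypes only by an exchange of svb replicate 4 and wt replicate 5, 73 of its 408 calls were among the 519, and the 24 other exchanges of 1 wt and 1 svb array gave at most 12. The sha signals of 27.1 on svb replicate 4 and 131 on wt replicate 5 go with their labels, and what else sets these 2 arrays apart stays open. For pri against wt and pri against svb it was again 1 of 100, with 3566 calls against 797 and 3983 against 813. The 14 named genes past the threshold in svb were matched by 1 of 100 splits, the real one, with 3 in the highest other, but this says nothing about chance, because these genes were chosen on the same arrays under the real grouping. The shift of the known targets in svb, 0.457 in size, was matched by 5 of 100 splits, the highest being 0.577, so that chance cannot be excluded for the shift. The count of 208 under the 3 criteria was matched by 1 of 100 regroupings of all 15 arrays, the real one, with 0 in the others. The criteria require calls in pri against wt, which can be lost whenever the pri arrays are mixed with others. This comparison thus says nothing about the svb part of the criteria. A correlation of both effects as low as -0.01 came from 13 of 100 regroupings, the lowest being -0.61, so that chance cannot be excluded for it.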

How the results depend on the processing

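The comparison of lists with all tested probe sets was chosen after seeing the data. Quantile normalisation, median centring, no filter, a mean over all arrays of at least 5, eBayes without a trend and a fit of only the 2 groups compared kept every count within 1.5 times. Causes were not tested unless the setting itself gives one. With fewer probe sets tested (filter at 6.5) svb gave 218 lower and 103 higher, and the mirror of the 3 criteria 107. Among the 5000 brightest probe sets in wt, a filter that leaves out probe sets dim in wt, svb gave 168 and 58, pri 590 higher, pri against svb 1354 and 751, and the mirror 34. Array weights gave 569 and 348 for svb, 27 named genes and 321 for the mirror, and an offset of 16 gave 135 for the criteria. An adjusted p under 0.01 left 191 and 76 for svb, 1202 and 1021 for pri, and 1415 lower for pri against svb. A 2-fold limit added to the adjusted p under 0.05 left 176 and 81, 637 and 834, and 744 and 1040 for the same 3 comparisons. Requiring svb to pass as well left 19 and 6 for the criteria and their mirror.

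With an estimated correlation the shifts of -0.42 (actin, svb), -0.62 (known targets, pri against svb) and -0.67 (ZP domain, pri against svb) lost their calls. Fry, which does not compare a list with other genes, called lists whose shifts against the other named genes were -0.17 and 0.25 (actin, pri and pri against svb), 0.42 and 0.15 (mitochondrial ribosomal) and 0.44 and 0.37 (secretory). Against all tested probe sets the actin shift in pri was -2.11 and passed, as it would for genes chosen for their fall. The list shift without a filter and with the mean of several probe sets was not run, since each named gene has 1 tested probe set, and no scan batch is named to test.

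Without each array in turn, the mirror count lay between 144 and 279 (without svb replicate 4), the actin shift in svb between -0.52 and -0.28 and the mitochondrial ribosomal shift in svb between 0.10 and 0.43, which passed without svb replicate 5. Without svb replicate 4, svb gave 372 lower and 197 higher, with 17 named genes, which include the 14 found with all arrays. Without wt replicate 2 it gave 231 lower and 10 named genes, the fewest. The correlation of both effects lay between -0.11 and 0.17, the highest without svb replicate 4. The replicate numbers do not pair the samples, since same-numbered arrays had correlated deviations above 0.1 in 7 of 15 pairs (from -0.61 to 0.37), and 5 of 15 correlated best with their own number. The fit with the replicate block gave 273 lower and 138 higher for svb, 1843 and 1518 for pri, and 2000 and 1768 for pri against svb, and CG14756 and CG13698 lost their calls in svb (limma adjusted p = 0.0766 and 0.0777). The signals near or below the filter level of 32, as for sha, CG14395 and CG15370 in pri, limit what their folds can show.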

Other observations

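The test in this part of a link between both effects was set before its result was seen, except that its spread over the splits was weighed only afterwards, and the other values were chosen after the data had been examined.

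Many genes of the authors' table were low in pri mutants while their signal in svb mutants stayed near that of wt. Of the 133 named genes, 61 had a mean signal of at least 90% of wt in svb, and these stood at 13.6% to 49.2% of wt in pri, with a median of 40.5%. Without svb replicate 4 the number was 33, of which 28 were among the 61. With all arrays they include the known Svb targets CG31559 and CG4702, and also PH4alphaEFB (90.6%), which rests on that array and stood at 77.4% without it (log2 fold change -0.176 with it and -0.355 without). By in situ hybridization the study found these targets lower in svb mutants, and also CG9095, Rab23 and Sec23, but not qua. It stated that known targets were often only modestly lower in RNA of whole svb embryos. A signal near wt here thus does not show that a gene is independent of Svb. The protease gene flz was at 97.3% in svb and 13.7% in pri. CG3842 was at 99.2% and 14.1%, and CG15506, picked as the lowest of the 61 in pri, at 92.2% and 13.6%. The svb effect of flz was -0.12 with a standard error of 0.31 on the log2 scale, so that a modest decrease in svb is not excluded for such genes. The study chose the table for a further decrease in pri, and the low pri levels are thus no independent result.

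Because the 3 criteria of the report ask only for a lower mean in svb, a hypothesis was tested that probe sets that fell in pri (at least 2-fold, adjusted p under 0.01) are more often lower in svb than others, with different wt arrays for each mutant. The share lower in svb was 54.4% among those that fell in pri, against 52.2% of all tested probe sets, an excess of 2.20 percentage points on average over 10 splits of the wt arrays. The excess ran from -15.3 to 18.2 between splits, so that a link and no link cannot be told apart with 5 wt arrays. Without svb replicate 4 the mean excess was 7.81, from -11.0 to 23.6. Among probe sets that rose in pri, 66.6% were lower in svb with all arrays and 51.7% without svb replicate 4.

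The ratio of 3' to 5' signal of control transcripts was lower in svb than in wt for eIF-4a, at 2.58 ± 0.11 against 2.97 ± 0.32 on the log2 scale (SD, n = 5; exact permutation test, two-sided, p = 0.0317, adjusted p = 0.0952), and for GAPDH, at 1.32 ± 0.05 against 1.62 ± 0.24 (SD, n = 5; exact permutation test, two-sided, p = 0.0317, adjusted p = 0.0952). Against wt the pri arrays were as low for eIF-4a, at 2.55 ± 0.17 (SD, n = 5; exact permutation test, two-sided, p = 0.0556, adjusted p = 0.111), and for actin both mutants lay under the 2.13 ± 0.40 of wt, at 1.73 ± 0.20 in svb (p = 0.0873, adjusted p = 0.157) and 1.68 ± 0.09 in pri (SD, n = 5; p = 0.0556, adjusted p = 0.111). GAPDH was at 1.47 ± 0.11 in pri, a smaller difference from wt (exact permutation test, two-sided, p = 0.246, adjusted p = 0.341) and above svb (SD, n = 5; exact permutation test, two-sided, p = 0.0397, adjusted p = 0.102). None passed after adjustment over 18 comparisons, and the eIF-4a and actin values are not particular to svb.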
